A study of Mus musculus with 20 samples. Its data were reported in "Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data" (2022).

How the data were processed

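RNA was taken from a segment of the proximal colon of 20 C57BL/6 mice, 5 on each of 4 diets, and sequenced as single-end reads of 50 bases from stranded mRNA libraries. The deposited table holds whole-number read counts per Ensembl gene. Per the methods of the study, the authors removed bases of low quality and reads with more than 2 ambiguous bases, then aligned and counted the remaining reads in CLC Genomics Workbench on the mouse assembly GRCm39. The gene annotation, the use of strand in counting, the treatment of reads that match several places, and the rule that reduced the table to 12701 genes are not stated. A count that could belong to overlapping or near-identical genes is therefore uncertain. The authors' counts were not normalised before deposition, and replicates were not pooled. Other tissues of the study were not analysed here.

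Libraries were assigned to diets from the treatment given in their labels, and table columns were matched to libraries by the number in the label. All columns of the table were used. The labels give no replicate numbers shared between diets, so replicates were numbered in order within a diet and no pairing was made. Y-linked genes (Ddx3y, Kdm5d, Uty, and Eif2s3y) had at least 358 counts in every library. Gene symbols, coordinates, and biotypes were taken from GENCODE release M39 on GRCm39, in which 12682 of the 12701 gene identifiers were found. Of the table's genes, 125 had 0 counts in every library, and 92.7% of the matched genes are protein-coding. Total counts per library ranged from 20581013 to 35083751. The detection floor of 3 counts corresponds to 0.086 to 0.146 CPM (counts scaled to library size).

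Differential expression was tested as in the study with DESeq2 (version 1.42.0) in R (version 4.3.3), on the raw counts of all 20 libraries in 1 fit with diet as the only term. Size factors were medians of ratios, and Wald tests of the contrasts used the default independent filtering and Cook filtering. A gene counted as changed at a Benjamini-Hochberg adjusted p of 0.05 or less and an unshrunken fold change of 1.5 or more in either direction. All adjusted p values in the text are from DESeq2 unless edgeR, limma, or an exact or permutation test is named. A trend was fitted with the percentage of RPS as a number, without a fold threshold. edgeR (version 4.0.16), with its expression filter (12366 genes kept), TMM factors, and the quasi-likelihood test, was run on the same designs, and its counts are given beside those of DESeq2. Normalised counts are counts divided by DESeq2 size factors.

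The share of variance due to diet was the between-group part of squared Euclidean distances between variance-stabilised libraries, over 12348 genes with a mean normalised count of at least 10. It was tested with 100000 permutations for the 4 diets and with all 252 assignments for each starch level against 0% RPS. Gene sets were scored per library as the mean of log2(normalised count + 1) and compared by exact permutation of the 10 libraries, two-sided, with Benjamini-Hochberg adjustment over 39 tests. The interferon list was also tested with camera in limma (version 3.58.1). To measure how far reads can be shared, every 50-base window of the GENCODE transcripts of the 32 named genes was searched in the transcripts of all other genes. Tables and figures were made with Python (version 3.11.15), pandas (version 2.3.3), and matplotlib (version 3.10.9).

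The following choices were made before the data were examined: the groups, the tests, the gene lists, the other settings to be tried, and the rule for which genes are named. Named were all 14 genes of the list that the study tabulates as antibacterial, antiparasitic, or antiviral in the proximal colon, and the 5 largest increases and 5 largest decreases at 5% and at 10% RPS among changed genes with a mean of at least 10 normalised counts in the higher diet and every library of the starch diet on the same side of the 0% RPS mean. Also named were up to 5 genes changed in each direction at 2% RPS, and the 5 genes with the smallest adjusted p in the trend. A gene that met this rule is not reported here, and no other gene was named in its place.

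The alternatives were edgeR in place of DESeq2, TMM factors used as size factors, only genes with at least 10 counts in at least 5 libraries (12374 genes), independent filtering or Cook filtering switched off, no fold threshold or a threshold of 2, shrunken fold changes, only the 2 diets compared, 1 surrogate variable from svaseq (sva version 3.50.0) or a smooth muscle score as a covariate, omission of 3 libraries whose label numbers lie outside the run of the other 17, and omission of each library in turn. For the variance share they were log2 CPM with TMM factors and the 500 most variable genes, and for the interferon score a pseudocount of 0.1, TMM factors, z scores, a filter at a mean of 10, and camera. Removal of trends on GC content and gene length within each library, and adjustment of p over all genes in the fits that left out a library, were added after the data had been seen.

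The tests were checked on simulated counts drawn from the means, dispersions, and totals of the real table, with 200 of 12701 genes changed. DESeq2 recovered 156 of the 200 (78%) with the right sign, among them 22 of 60 genes changed 1.5-fold, 68 of 74 changed 2-fold, and 66 of 66 changed 4-fold, while 8 of the 12501 unchanged genes passed. edgeR recovered 153 of the 200 (76.5%), with 3 of the 12501 unchanged genes passing. In a simulated table of 12701 genes with none changed, 0 passed with either tool. On adjusted p alone DESeq2 recovered 52 of the 60 genes changed 1.5-fold, so most of those not recovered had an estimated change below the fold threshold of the same size. For every comparison of diets, other splits of the same libraries were refitted, 100 per comparison with the real split included.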

Results

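Gene expression was measured by RNA sequencing in the proximal colon (PC) of 20 C57BL/6 mice, an inbred laboratory strain. The mice had eaten the Total Western Diet (TWD), a rodent diet modelled on American nutrient intake, for 6 weeks and then the TWD with 0, 2, 5, or 10% resistant potato starch (RPS) for 3 more weeks. RPS is a raw starch that largely escapes digestion in the small intestine and is fermented by bacteria in the cecum and colon. Each diet had 5 libraries, 1 per mouse. The libraries held 20581013 to 35083751 counts over 12701 genes, with a median of 26354926. The total did not differ beyond the spread between mice at 5% RPS (exact permutation test, two-sided, p = 0.262, adjusted over 2 tests 0.524) or at 10% RPS (exact p = 0.706, adjusted 0.706) compared with 0% RPS. A gene with 3 counts was taken as the detection floor and stood at 0.086 to 0.146 CPM (counts scaled to library size), which covers counting error only. Of the genes, 11547 had a mean of 100 counts or more. Every library comes from a different mouse and was kept as a separate replicate. Within the main run, label numbers rise with the RPS level of the diet, and the labels give no cage or litter. Any effect that followed cage, litter, or the order of the numbers could therefore not be told apart from an effect of the diet. The lowest chi-square per degree of freedom among the 40 pairs of the same diet was 14. Libraries of this size from different mice would exceed counting noise in any case, so this shows only that none of these pairs repeats the same library.

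The share of expression variance that followed the diet was examined first. Across 12348 genes, the 4 diets accounted for 21.5% of the squared distance between libraries, against 15.8% for labels assigned at random (permutation test, 100000 resamples, p = 0.0337). The range was 20.3% to 25.5% when each replicate was left out in turn, and the highest p among these 20 fits was 0.109. Compared with 0% RPS, the share was 11.4% at 2% RPS (exact permutation test, p = 0.444, adjusted over 3 tests 0.444), 19.96% at 5% RPS (exact p = 0.0238, adjusted 0.0595), and 20.2% at 10% RPS (exact p = 0.0397, adjusted 0.0595), where random labels give 11.1%. After adjustment no single starch level passed 0.05. The first principal component held 22.1% of the variance and the second 19.3%. Libraries of the 4 diets overlapped on the first component, on which diet accounted for 17.02% of the variance. On the second, with 39.1%, the 0% RPS libraries other than replicate 2 scored 6.46 to 19.4, above the highest 5% RPS (2.79) and 10% RPS (1.22) libraries, while replicate 2 scored −10.04 and the 2% RPS libraries reached 6.80. These separations were not tested. Replicate 2 of the 0% RPS diet had the lowest score on the first component, −27.3, and a mean distance of 38.3 to the other 0% RPS libraries, while the corresponding distance was 14.9 to 25.1 in the other 19 libraries.

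**Figure D1:**
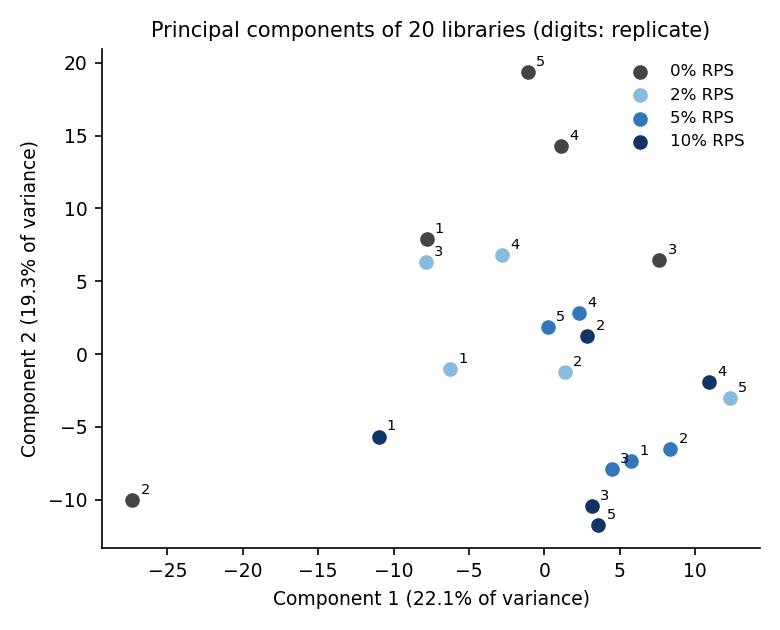
Principal components 1 and 2 of variance-stabilised counts in 20 proximal colon libraries, with 22.1% and 19.3% of the variance on the axes. Each point is a library, coloured by diet and numbered by replicate, and replicate 2 of the 0% RPS diet lies apart at −27.3 on component 1.

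Each starch level was compared with the TWD alone to find the genes that it altered. With DESeq2, a gene counted as changed at an adjusted p of 0.05 or less and a fold change of 1.5 or more in either direction. By this criterion 3 genes were changed by 2% RPS (3 higher, 0 lower), 55 by 5% RPS (42 higher, 13 lower), and 113 by 10% RPS (66 higher, 47 lower). The test used moved these counts strongly: edgeR's quasi-likelihood test gave 0, 7, and 40 genes. At an unadjusted p under 0.05 there were 1093, 2087, and 2365 genes with DESeq2 and 1000, 1962, and 2230 with edgeR. All 7 genes that edgeR called at 5% RPS and 39 of its 40 at 10% RPS were among those called by DESeq2. The alternative with the lowest counts at 5 and 10% RPS was DESeq2's shrunken fold change, with 2 and 7 genes, and the one with the highest counts was the omission of the fold threshold, with 239 and 578 genes. Of the genes changed by 5% and by 10% RPS, 39 were shared (32 higher, 7 lower). All 55 genes changed by 5% RPS moved in the same direction at 10% RPS, and all 113 genes changed by 10% RPS did so at 5% RPS. These comparisons have the 0% RPS libraries in common, so their changes are not independent. At 2% RPS, 54 of the 55 and 111 of the 113 moved in the same direction.

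**Figure D2:**
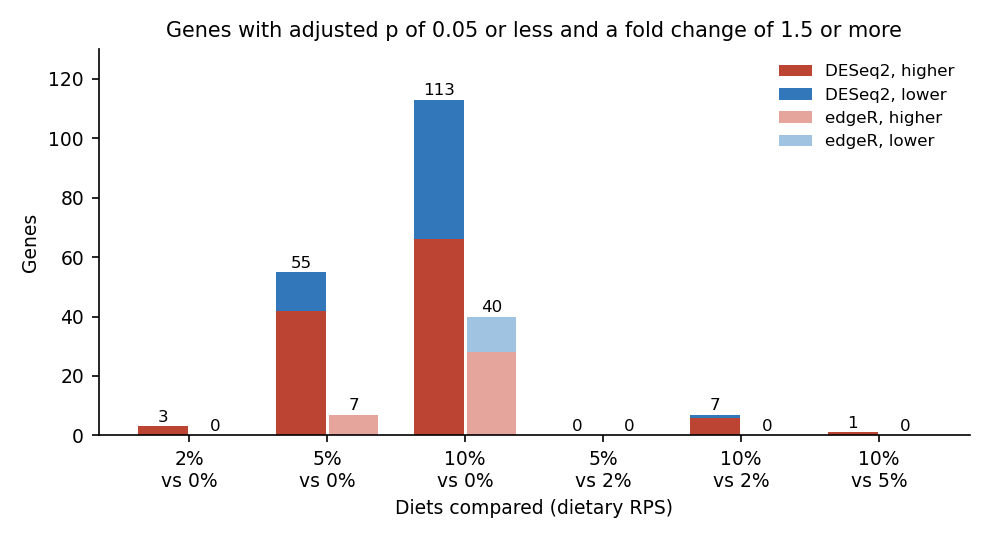
Number of genes (vertical axis) past an adjusted p of 0.05 and a 1.5-fold change in each of 6 comparisons of diets (horizontal axis), stacked as higher and lower, for DESeq2 (dark bars) and edgeR (pale bars). The DESeq2 counts were 3, 55, and 113 for 2, 5, and 10% RPS against 0% RPS and the edgeR counts 0, 7, and 40.

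At 2% RPS the changed genes were Akr1b7, Gm33424, and Atf3. Akr1b7 (ENSMUSG00000052131, GRCm39 chromosome 6, 34389021 to 34400449, plus strand, protein-coding) rose from 104 ± 23.3 to 249 ± 53.1 normalised counts (SD, n = 5), a log2 fold change of 1.26 with a standard error of 0.21 and an adjusted p of 1.28e-05. The increase was of nearly the same size at 5% RPS (1.24, adjusted p = 1.27e-05) and 10% RPS (1.24, adjusted p = 2.27e-06). Gm33424, a long noncoding RNA on chromosome 13 (53139967 to 53190603, plus strand), had a log2 fold change of 1.27 ± 0.26 (SE, adjusted p = 0.00448) at 2% RPS and reached 1.85 (adjusted p = 1.49e-09) at 10% RPS. Atf3 on chromosome 1 (190902493 to 190950241, minus strand) rose by 1.01 on the log2 scale (adjusted p = 0.0160), and replicate values at 2% RPS were spread widely, at 748.025 ± 300 normalised counts (n = 5). edgeR placed these genes at adjusted p values of 0.0579, 0.463, and 0.591. In 2 of the 10 fits that each left out one library of the compared diets, DESeq2's independent filtering gave these genes no adjusted p. In the 8 other fits Akr1b7 passed 8 times, Gm33424 6 times, and Atf3 3 times. Of the 50-base windows in their transcripts, 13.9% in Akr1b7 and 3.53% in Gm33424 also occur in another gene, and each of the 3 genes overlaps another gene on the opposite strand.

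At 5% RPS the largest increases were in Reg3b, Reg3g, Rpph1, Clca4b, and Reg3a. The Reg3 genes encode secreted C-type lectins and lie close together on chromosome 6: Reg3b (ENSMUSG00000071356) at 78347640 to 78350455, Reg3a (ENSMUSG00000079516) at 78357692 to 78360810, and Reg3g (ENSMUSG00000030017) at 78443246 to 78445859. Reg3b rose from 2869 ± 3131 normalised counts at 0% RPS to 75321 ± 56034 at 5% RPS (SD, n = 5), a log2 fold change of 4.71 ± 0.90 (SE, adjusted p = 0.000264) and a 26.3-fold change of the mean. All 5 libraries exceeded the highest 0% RPS library. The spread was wide, from 8941 in replicate 4 to 120543 in replicate 3, and with edgeR the adjusted p was 0.0645. Reg3g rose from 671 ± 948 to 12502 ± 10127 (log2 fold change 4.22, adjusted p = 0.00481, edgeR 0.106), with 3 of 5 libraries above the highest 0% RPS library. Without replicate 3 of the 0% RPS diet, the log2 fold change became 5.66 for Reg3g and 5.64 for Reg3b, so 1 library moved these sizes. Reg3a rose from 16.6 ± 8.90 to 74.8 ± 38.4 (log2 fold change 2.17, adjusted p = 0.00577, edgeR 0.0901). No 50-base window of these genes was found in another annotated gene. Clca4b (chromosome 3, 144616682 to 144638290) had a log2 fold change of 2.67 (adjusted p = 0.0138), with an SD of 611 around a mean of 528 at 5% RPS, and 24.8% of its windows are shared, mostly with Clca4a. Rpph1 (chromosome 14, 51044906 to 51045224) averaged 2.01 normalised counts at 0% RPS, passed narrowly (adjusted p = 0.0493), and shares 84.4% of its windows with genes that overlap it.

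Among the largest decreases at 5% RPS were those of Iglc2, Slc15a1, Cckar, and Tmem86a. Slc15a1, a peptide transporter gene (ENSMUSG00000025557, chromosome 14, 121697033 to 121742845), fell from 324 ± 155 to 107 ± 31.6 normalised counts (SD, n = 5), a log2 fold change of −1.60 ± 0.33 (SE, adjusted p = 0.000836), and to 100.004 ± 44.6 at 10% RPS (−1.69, adjusted p = 0.000139, edgeR 0.0295). Cckar (chromosome 5, 53855118 to 53865047) had a log2 fold change of −0.97 (adjusted p = 0.0148). Tmem86a (chromosome 7, 46700349 to 46704536, −0.92, adjusted p = 0.0422) and the immunoglobulin gene Iglc2 (chromosome 16, 19017146 to 19019101, −1.66, adjusted p = 0.0382) passed narrowly, and Iglc2 shares 7.65% of its windows with Iglc3 and overlaps a joining segment. With edgeR none of these 4 genes passed at 5% RPS.

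At 10% RPS the largest increases were in Reg3b, Reg3g, Reg3a, Ceacam12, and Duoxa2. Reg3b reached 47878 ± 18981 normalised counts (SD, n = 5, log2 fold change 4.06 ± 0.90 SE, adjusted p = 0.00137), Reg3g 7373 ± 2785 (3.46, adjusted p = 0.0190), and Reg3a 72.9 ± 18.5 (2.13, adjusted p = 0.00358). Every 10% RPS library exceeded the highest 0% RPS library for all 3 genes. With edgeR the adjusted p values were 0.0557, 0.0918, and 0.0564. Without replicate 3 of the 0% RPS diet the log2 fold change became 4.99 for Reg3b and 4.89 for Reg3g. Reg3g passed in 6 of the 10 fits that each left out one 0% or 10% RPS library. Ceacam12 (ENSMUSG00000030366, chromosome 7, 17799854 to 17811911, plus strand) rose from 35.4 ± 7.86 to 143 ± 57.2, a log2 fold change of 2.02 ± 0.29 (SE, adjusted p = 7.30e-09, edgeR 0.00292). Duoxa2 (chromosome 2, 122129380 to 122133366) rose from 134 ± 99.0 to 502 ± 113 (log2 fold change 1.90, adjusted p = 0.0190, edgeR 0.0704), but 41.1% of its windows are shared with Duoxa1, which overlaps it on the other strand.

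The largest decreases at 10% RPS were in Igkv2-109, Apoa1, Igkv10-94, Angptl7, and Hoxa9. The immunoglobulin segment Igkv2-109 (ENSMUSG00000105606, chromosome 6, 68279411 to 68280142) fell from 79.1 ± 91.6 to 5.75 ± 2.62 normalised counts (SD, n = 5), a log2 fold change of −3.77 ± 0.70 (SE, adjusted p = 5.94e-05, edgeR 0.0314), and shares 20.6% of its windows with another segment. Apoa1 (chromosome 9, 46139878 to 46142212) fell from 66.0 ± 65.0 to 9.39 ± 6.34 (−2.81, adjusted p = 0.0189, edgeR 0.104). Igkv10-94 (chromosome 6, 68681492 to 68681962, −2.58, adjusted p = 0.0139) shares 46.6% of its windows with other segments. For Angptl7 (chromosome 4, 148579639 to 148584923, −2.09, adjusted p = 0.0232) and Hoxa9 (chromosome 6, 52200080 to 52208069, −1.83, adjusted p = 0.0186) the 0% RPS mean was raised by replicate 2, which held 363 and 2422 normalised counts, above the highest value in the other 19 libraries (168 and 678). Without that library 3 of these 5 genes stayed past the threshold. Angptl7 also overlaps Mtor on the opposite strand and Hoxa9 overlaps other annotated genes, and the use of strand in counting is not stated.

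**Figure D3:**
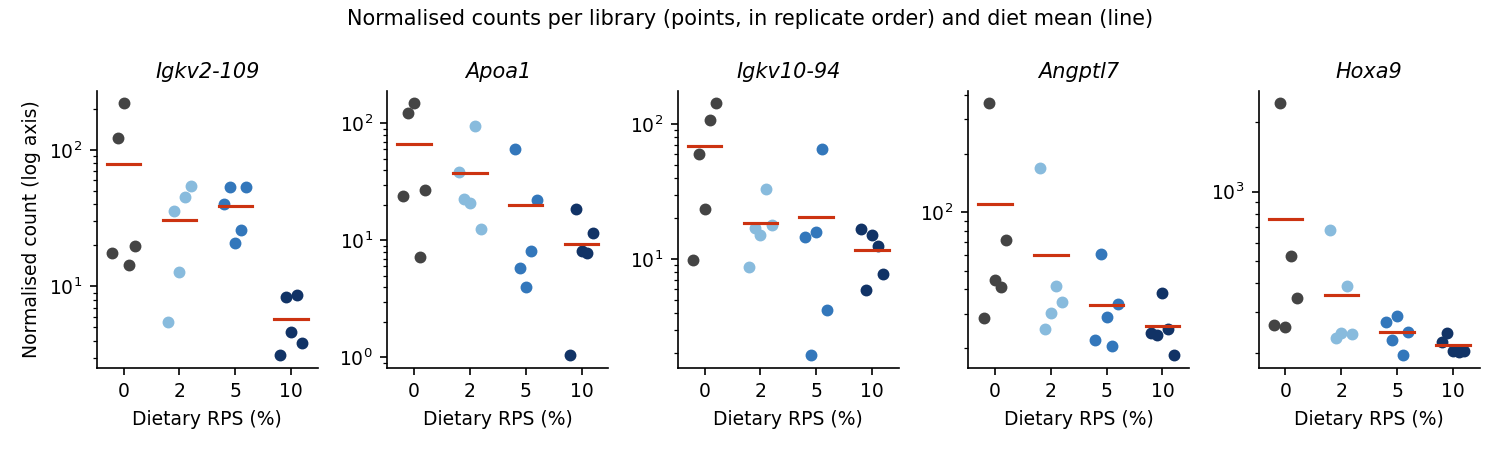
Normalised counts (vertical log axes) of the 5 genes with the largest decreases at 10% RPS, by dietary RPS in percent (horizontal axes). Points are libraries in replicate order and red lines the means of 5 libraries, and the second 0% RPS point is the highest value for Angptl7 (363) and Hoxa9 (2422).

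The changes at 10% RPS other than these were smaller. The median log2 fold change was 0.87 among the 66 genes that rose and −0.82 among the 47 that fell, and 62 and 42 of these are protein-coding. In the 10 fits that each left out one 0% or 10% RPS library, 46 of the 113 genes stayed past the threshold every time (34 higher, 12 lower), and 33 of the 46 were also called by edgeR. At 5% RPS the corresponding number was 15 of 55 (13 higher, 2 lower), of which 6 were called by edgeR. With p adjusted over all genes in each fit, without independent filtering (chosen after the data had been seen), the numbers were 16 of 55 and 46 of 113, and 1 of 3 at 2% RPS.

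A list of 14 genes that the study tabulates as antibacterial, antiparasitic, or antiviral was examined as a group, and since it comes from the same data its counts say nothing about stability. At 2% RPS 0 of the 14 passed, although 12 had higher means, and 4 passed when p was adjusted over the list alone. At 5% RPS 9 passed, all higher (12 when adjusted over the list alone, of which 11 were higher, edgeR 2), and at 10% RPS 11 passed, 10 higher and Angptl7 lower (11 when adjusted over the list alone, of which 10 were higher, edgeR 4). Leaving out each replicate in turn gave 4 to 11 genes at 5% RPS and 7 to 11 at 10% RPS. Lpo, the lactoperoxidase gene (ENSMUSG00000009356, chromosome 11, 87697253 to 87719369, minus strand), had the smallest adjusted p of all genes at 10% RPS. Its mean was 566 ± 61.0, 817 ± 118, 1091 ± 211, and 1306 ± 313 normalised counts at 0, 2, 5, and 10% RPS (SD, n = 5), and every library of a starch diet exceeded the highest 0% RPS library. The log2 fold change was 0.95 ± 0.16 (SE, adjusted p = 1.27e-05) at 5% RPS and 1.21 ± 0.16 (adjusted p = 2.59e-10, edgeR 0.00247) at 10% RPS. Duox2 (chromosome 2, 122109728 to 122128930) changed by 1.25 at both levels (adjusted p = 0.0119 and 0.00518), with 6.05% of its windows shared with Duox1. Mal (chromosome 2, 127475142 to 127498615) rose by 1.81 at 5% RPS (adjusted p = 0.000264) and by 1.28 at 10% RPS (adjusted p = 0.0121). Plac8 (chromosome 5, 100701591 to 100720111) passed the fold threshold only at 5% RPS (0.61, adjusted p = 0.0151).

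Among the listed genes with antiviral or interferon-linked functions, Irf7 (ENSMUSG00000025498, chromosome 7, 140842619 to 140846398, minus strand, overlapping Phrf1) rose from 2285 ± 234 to 5356 ± 2064 normalised counts at 10% RPS (SD, n = 5), a log2 fold change of 1.23 ± 0.20 (SE, adjusted p = 1.21e-06, edgeR 0.0105). At 5% RPS its change was 0.32 (adjusted p = 0.423). Irf7 passed between 10% and 5% RPS with DESeq2 (adjusted p = 0.0337) but not with edgeR (adjusted p = 0.9998). Zbp1 (chromosome 2, 173033815 to 173060724) passed at 5% RPS (1.08, adjusted p = 0.0205) and 10% RPS (1.05, adjusted p = 0.0138). Ido1 (chromosome 8, 25074150 to 25087025, 1.18, adjusted p = 0.00124) and Ifit1 (chromosome 19, 34618271 to 34632174, 0.67, adjusted p = 0.0427) passed only at 10% RPS, and Ifit1 overlaps Ifit1bl2 on the opposite strand. Trim15 (chromosome 17, 37171583 to 37178145) passed only at 5% RPS (1.39, adjusted p = 0.0138). Whether the effects on Ido1, Ifit1, and Trim15 differed between the starch levels is given by the direct comparison, in which none of them passed. Retnlb (ENSMUSG00000022650, chromosome 16, 48637219 to 48639255) did not pass at either level. Its mean was lower at 5% RPS (log2 fold change −1.38, adjusted p = 0.450) and 10% RPS (−1.79, adjusted p = 0.265), but replicate 2 of the 0% RPS diet held 6180 normalised counts against 110 to 224 in the other 4. Without that library the change was 1.72 (adjusted p = 0.0476) at 5% RPS and 1.31 (adjusted p = 0.125) at 10% RPS.

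**Figure D4:**
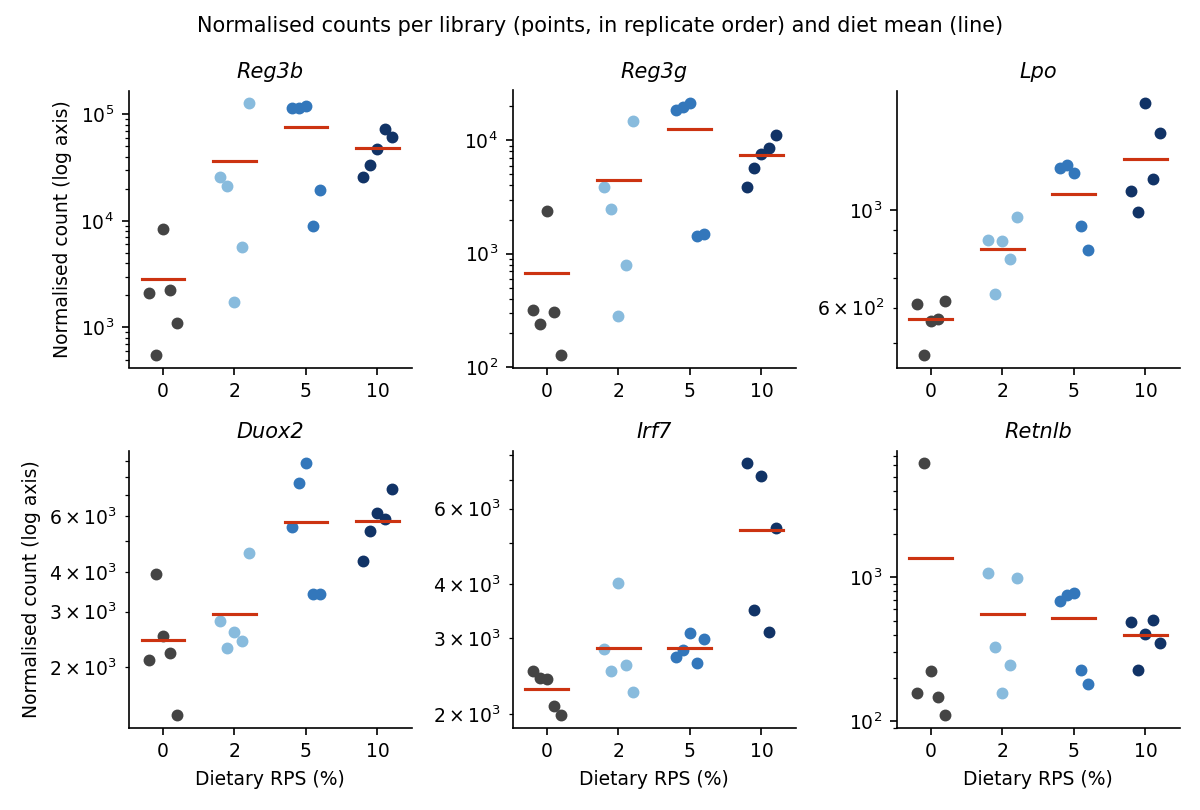
Normalised counts (vertical log axes) of Reg3b, Reg3g, Lpo, Duox2, Irf7, and Retnlb by dietary RPS in percent (horizontal axes). Points are libraries in replicate order and red lines the means of 5 libraries. All starch-diet libraries exceed the highest 0% RPS library for Lpo, and the second 0% RPS library stands at 6180 for Retnlb.

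The starch diets were also compared with each other, to see whether a higher level added to the effect. Between 5% and 2% RPS 0 genes passed with either test (unadjusted p under 0.05: 359 with DESeq2, 320 with edgeR). Between 10% and 2% RPS 7 genes passed with DESeq2, with 1131 at an unadjusted p under 0.05: Casp4, Ceacam12, Irf7, Lpo, Lypd8l, and Plet1os were higher and Igkv8-28 was lower at 10% RPS. Casp4, Igkv8-28, and Plet1os were named after their values were seen, because the count was small. Between 10% and 5% RPS only Irf7 passed (log2 fold change 0.91 ± 0.20 SE, adjusted p = 0.0337), with 516 genes at an unadjusted p under 0.05. edgeR gave 0 genes in both of these comparisons, with 1053 and 460 genes at an unadjusted p under 0.05.

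A linear trend of log2 expression over the percentage of RPS was fitted to use all diets together. It passed an adjusted p of 0.05 for 538 genes with DESeq2 (301 rising, 237 falling) and for 165 genes with edgeR (93 rising, 72 falling). The alternative with the lowest number, 144 genes, used only the 2, 5, and 10% RPS diets, and the one with the highest number, 896 genes, added 1 surrogate variable. Of the genes changed at 10% RPS, 94 were among the 538. The 5 genes with the smallest adjusted p were Lpo, Ceacam12, Chrnb4, Lypd8l, and Tgoln1, all rising. Per percentage point of RPS, log2 expression rose by 0.11 in Lpo (adjusted p = 9.07e-08, edgeR 0.00397), by 0.18 in Ceacam12 (9.07e-08), by 0.046 in Chrnb4 (chromosome 9, 54935438 to 54956076, 9.07e-08), by 0.14 in Lypd8l (chromosome 11, 58499030 to 58506901, 2.85e-07), and by 0.039 in Tgoln1 (chromosome 6, 72583047 to 72593983, 4.29e-07). Chrnb4 and Tgoln1 changed little in size, by 0.48 and 0.41 on the log2 scale at 10% RPS, with SDs of 54.3 around 745 and of 3385 around 33995 normalised counts (n = 5). Tgoln1 shares 31.1% of its windows, mostly with Retsat on the opposite strand, and Ceacam12 shares 5.32%.

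The study describes interferon-related genes among those that responded, so a list of interferon-induced genes, 24 of 28 of which are in the table, was scored as a set. The score, a mean of log2 normalised counts, was 8.58 ± 0.18 at 0% RPS, 8.66 ± 0.18 at 2% RPS, 8.73 ± 0.16 at 5% RPS, and 8.87 ± 0.19 at 10% RPS (SD, n = 5). It differed from 0% RPS by 0.07 at 2% RPS (exact permutation test, two-sided, p = 0.492), 0.15 at 5% RPS (exact p = 0.238), and 0.28 at 10% RPS (exact p = 0.0476), where 5 of 5 libraries lay above the 0% RPS mean. The last difference did not hold after adjustment over the 39 tests of gene sets (exact permutation test, adjusted p = 0.310). With limma's camera test p was 0.127, where the exact permutation test gave 0.0476, and 21 of the 24 genes were higher. Camera sets the listed genes against all other genes, while the exact test compares whole libraries. The camera value is therefore not a correction of the exact value for correlation between genes. None of the 39 tests, of 13 sets at 3 starch levels, passed after adjustment. The smallest adjusted value was 0.103, for the epithelial genes at 5% RPS (0.17, exact p = 0.00794), the immediate-early genes at 5% RPS (0.59, exact p = 0.00794), and the posterior Hox genes at 10% RPS (−0.65, exact p = 0.00794), with 5 of 5 libraries on the same side of the 0% RPS mean in each case. The exact test of 5 against 5 libraries cannot go below 0.00794. Tests at this floor still adjusted to 0.103, so a pass over the 39 tests needed many sets at the floor at once. The lack of a pass is therefore weak evidence against a difference.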

Values the study reported

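For the proximal colon, the study reported 77 genes upregulated and 55 downregulated by 10% RPS, 45 upregulated and 20 downregulated by 5% RPS, and 3 upregulated with none downregulated by 2% RPS. It put the share of expression variance due to treatment in this tissue at 13%. At 5% RPS it reported changes of 26.3-fold for Reg3b, 18.6-fold for Reg3g, 4.5-fold for Reg3a, 2.4-fold for Duox2, 1.9-fold for Lpo, and 1.5-fold for Plac8. Retnlb was given as modestly upregulated, by 1.8-fold at 5% RPS and 1.7-fold at 10% RPS.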

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

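The tests of replicate 2 of the 0% RPS diet, of replicate 1 of the 2% RPS diet, of Retnlb, and of the largest decreases were chosen only after those results had been seen. A library is listed here when its gap to the nearest of the other 4 libraries of its diet was over 0.71 of the range of the 5. Of 136 groups of 5 libraries (34 measures in each of 4 diets), 4 met this, and 6.8 are expected by chance, so the number gives no sign of excess. What stands out is that 3 of the 4 concern 1 library, replicate 2 of the 0% RPS diet.

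In that library the normalised count of Retnlb was 6180 against 110 to 224 in the other 0% RPS libraries, that of Reg3a was 1.04 against 17.6 to 22.8, and that of Chrnb4 was 448 against 542 to 574. The library also lay farthest from the others of its diet over all genes. Its total of 25237543 counts lay within the other totals (20581013 to 35083751), and its score of Y-linked genes, 9.82, lay within the range of the other 19 libraries (9.68 to 10.3), which speaks against library size and against a mouse of another sex. Its smooth muscle score, 14.6, was above the highest of the other 19 libraries (14.5), and its plasma and B cell score, 10.3, was above their highest (9.79). Igha stood at 52145 normalised counts against at most 22761 elsewhere. The fibroblast score (12.1 against at most 11.3) and the MHC class II score (10.5 against at most 9.88) were also the highest, and the small intestine score was the lowest (9.56 against at least 10.1). These values are consistent with a tissue piece that held more stromal tissue and more immune cells. The epithelium score, 14.6, lay within the range of the other 19 libraries (14.5 to 14.9), so the values show no matching loss of epithelium.

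The position of the piece along the colon could also differ. The listed Hox scores do not settle this: the anterior score, 8.72, lay within the range of the other 19 libraries (8.67 to 9.28), and the posterior score rests on 2 of 8 listed genes that moved in opposite directions. Hoxa13 stood at 1024 normalised counts against 34.5 to 198 elsewhere and Hoxd10 at 67.7 against 339 to 589. Genes looked at afterwards followed the same pattern, with Hoxa7 higher (1619 against at most 636), and Hoxb7 (344 against at least 1161) and the transcription factor gene Osr2 (652 against at least 4728) lower. A piece from farther along the colon, or a library of another gut segment under this label, may therefore be a candidate explanation, which these data cannot settle. A larger share of smooth muscle and fibroblasts, whose scores were the highest, leaves the low values of Hoxd10, Hoxb7, and Osr2 open. No biological explanation was tested, since the design gives none for a single mouse.

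This library bears on the comparisons with 0% RPS. Without it, the change of Retnlb at 10% RPS became 1.31 on the log2 scale instead of −1.79, so the lower mean of Retnlb at 10% RPS came from this mouse. Among the 5 largest decreases at 10% RPS, 3 stayed past the threshold without it. The number of changed genes was higher without it than with it, at 104 for 5% RPS and 201 for 10% RPS.

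In replicate 1 of the 2% RPS diet, Angptl7 stood at 168 normalised counts against 25.001 to 41.7 in the other 2% RPS libraries. Its total, 24292242 counts, lay within those of the other 2% RPS libraries. Apart from replicate 2 of the 0% RPS diet, this library had the highest values among 19 for Hoxa13 (198 against at most 77.03 in the other 2% RPS libraries) and Hoxa9 (678 against at most 389) as well. These genes were looked at because they were high in replicate 2 of the 0% RPS diet. Retnlb, at 1062, was also the highest among the 19, but it lay close to the highest of the other 2% RPS libraries (987.9). A position of the piece farther along the colon may be shared by both, but Hoxd10 did not follow (399 normalised counts, within the other 2% RPS libraries), and this cannot be told apart from other causes. The smooth muscle score of this library, 14.5, was also the highest among the 19, so a larger share of smooth muscle may be among these causes. No biological explanation was tested for it.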

How the results depend on the processing

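Removal of GC content and length trends, and adjustment of p over all genes in the fits that left out a replicate, were chosen after the data had been seen. Across 17 results of comparisons and 326 alternatives, 212 alternatives gave the same direction and side of the threshold or, for a number of genes, a number within 1.5 times. The cause of the changes listed here was not tested except where stated. No paired analysis was possible because the labels give no replicate numbers shared between diets. Sex as a covariate was not run, since Y-linked genes were counted in every library.

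edgeR's quasi-likelihood test gave 0 changed genes at 2% RPS (1000 at an unadjusted p under 0.05), 7 at 5% RPS, and 40 at 10% RPS, where DESeq2 gave 3, 55, and 113, and 165 genes with a trend in place of 538. It gave 0 genes between 10% and 2% RPS and 0 between 10% and 5% RPS (1053 and 460 at an unadjusted p under 0.05). Of the listed genes, 2 passed at 5% RPS and 4 at 10% RPS with edgeR. In the simulated counts the tools recovered 156 and 153 of 200 changed genes, so they lay farther apart on these libraries than on simulated ones. Shrunken fold changes gave 1, 2, and 7 genes at 2, 5, and 10% RPS against 0% RPS, 0 between 10% and 2% RPS, and 0 between 10% and 5% RPS, where 1131 and 516 genes had an unadjusted p under 0.05. Without a fold threshold there were 239 genes at 5% RPS, 578 at 10% RPS, 18 between 10% and 2% RPS, and 2 between 10% and 5% RPS, and with a threshold of 2 there were 24, 44, 4, and 0.

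A smooth muscle covariate gave 6 genes at 2% RPS, 2 between 5% and 2% RPS, and 3 between 10% and 5% RPS. A surrogate variable gave 1 gene between 5% and 2% RPS, 17 between 10% and 2% RPS, 2 between 10% and 5% RPS, and 896 genes with a trend. Fitting only the 2 diets compared gave 3 genes between 5% and 2% RPS, 22 between 10% and 2% RPS, and 4 between 10% and 5% RPS. TMM factors gave 1 gene, higher, between 10% and 2% RPS in place of 6 higher and 1 lower, and 0 between 10% and 5% RPS. With Cook filtering off, 1 gene passed between 5% and 2% RPS. A trend over only the 2, 5, and 10% RPS diets passed in 144 genes. TMM factors and the GC and length correction moved the median log2 fold change of all genes by at most 0.0091.

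Omission of the 3 libraries whose label numbers lie outside the main run gave 67 genes at 10% RPS, 1 between 5% and 2% RPS, 3 between 10% and 2% RPS, 2 between 10% and 5% RPS, and 265 with a trend. The variance share at 10% RPS was then 20.5% (exact permutation p = 0.143, with 3 libraries left at 10% RPS). This setting could not move the share at 5% RPS, since none of the libraries left out belongs to the 0 or 5% RPS diets. With limma's camera test the interferon score at 10% RPS differed by 0.27 with p = 0.127, where the exact permutation test gave 0.0476 and p over the alternatives of that score ranged from 0.0317 to 0.127.

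Across the fits that each left out one replicate, the number of changed genes ran from 1 to 10 at 2% RPS, from 24 to 104 at 5% RPS, from 62 to 201 at 10% RPS, from 0 to 1 between 5% and 2% RPS, from 1 to 12 between 10% and 2% RPS, from 0 to 3 between 10% and 5% RPS, and from 178 to 807 for the trend. The listed genes that passed ran from 0 to 2, from 4 to 11, and from 7 to 11 at 2, 5, and 10% RPS. The variance share ran from 20.3 to 25.5% for the 4 diets, and from 10.3 to 16.7%, from 18.2 to 28.0%, and from 18.04 to 29.1% at 2, 5, and 10% RPS, with p under 0.05 in 11 of 20, 0 of 10, 5 of 10, and 4 of 10 fits. The interferon score difference ran from 0.01 to 0.12, from 0.08 to 0.21, and from 0.22 to 0.33. The highest count for 5% RPS, 10% RPS, and the trend, and the highest variance share in each case, came without replicate 2 of the 0% RPS diet. Of the genes changed, 0 of 3, 15 of 55, and 46 of 113 stayed past the threshold in all 10 of these fits. With p adjusted over all genes in each fit, the numbers were 1, 16, and 46, and the counts of changed genes ran from 1 to 13, from 23 to 105, and from 62 to 202.

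Of 48 values of named genes under 1056 alternatives, 893 stayed the same in direction and side of an adjusted p of 0.05, 153 became weaker (22 of them because DESeq2 gave no adjusted p), 5 became stronger, and 5 reversed. Lpo, Ceacam12, Chrnb4, Lypd8l, Tgoln1, Irf7 at 10% RPS, Mal at 5% RPS, and Igkv2-109 at 10% RPS kept both in every alternative run for the values printed, as did Angptl7 at 5% RPS and Trim15 at 10% RPS, which passed in none. The fold threshold is not part of this count, and shrinkage leaves p as it is. Shrunken log2 fold changes of Mal at 5% RPS (0.46) and Igkv2-109 (−0.26) fell short of 1.5-fold. Over all alternatives the lowest log2 fold change of Reg3b was 0.14 at 5% RPS and 0.089 at 10% RPS. For Reg3g the lowest values were 0.12 and 0.073. These lowest values are DESeq2's shrunken fold changes, computed with a normal prior, and not refits that removed the rise. In the fits that each left out one replicate, the lowest were 4.45 and 3.80 for Reg3b and 3.94 and 3.19 for Reg3g. All 5 reversals were in Retnlb, whose log2 fold change ran from −1.68 to 1.72 at 5% RPS and from −2.09 to 1.31 at 10% RPS across the fits that each left out one replicate. At 5% RPS its log2 fold change was 0.95 with a surrogate variable, 0.028 with the smooth muscle covariate, and 1.72 without replicate 2 of the 0% RPS diet, and at 10% RPS it was 0.43 with a surrogate variable and 1.31 without that replicate. Adjusted p over the alternatives of DESeq2 and edgeR ran from 0.0476 to 0.990 at 5% RPS and from 0.125 to 0.816 at 10% RPS. The values without that replicate show that 1 library set the sign.

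In the simulated counts DESeq2 recovered 22 of 60 genes changed 1.5-fold and 68 of 74 changed 2-fold. On adjusted p alone it recovered 52 of the 60, so the fold threshold itself limits statements on changes near 1.5-fold, and a gene that did not pass is not shown to be unchanged.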

Other observations

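The tests of GC content and length, of the splits with edgeR and without replicate 2 of the 0% RPS diet, of neighbouring label numbers, of the 3 mice with high Reg3b, of the epithelium and immediate-early scores, of smaller sets of shared 0% RPS libraries, and of library size and paralogs for the Reg3 genes were chosen only after the results had been seen.

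The number of changed genes was set against other splits of the same libraries, with 100 of the 126 possible splits fitted in each comparison. At 5% RPS, 4 of the 100 splits gave at least 55 genes, the real one included, and with edgeR 1 of the 100 gave at least 7. At 10% RPS, 6 of the 100 gave at least 113 genes, the real one included. With edgeR 6 of the 100, again with the real one included, gave at least 40, and both lie above 5 in 100. The highest number among the other splits at 10% RPS was 271, and the splits with 208 and 188 genes differed from the real one only by exchanging replicate 2 of the 0% RPS diet for a 10% RPS library. Without that replicate, 2 of 100 splits of the remaining 9 libraries gave at least 104 genes at 5% RPS and 3 of 100 gave at least 201 genes at 10% RPS. At 2% RPS 28 of the 100 splits gave at least 3 genes. For 5% against 2% RPS all 100 splits gave at least the 0 genes observed (359 at an unadjusted p under 0.05), for 10% against 2% RPS 9 of 100 gave at least 7, and for 10% against 5% RPS 27 of 100 gave at least 1. For the trend, 1 of 100 permuted assignments, the real one, reached 538 genes with DESeq2 and 1 of 100 reached 165 with edgeR. The trend and the count at 5% RPS were thus reached by fewer than 5 of the 100 with either test, and the count at 10% RPS was not.

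Technical explanations of the changes at 5 and 10% RPS were weighed. Cage and litter are not given by the labels and so were not among them. No difference was detected in the smooth muscle score at 5% RPS (−0.25, exact permutation p = 0.254) or 10% RPS (−0.19, exact p = 0.405), and with this score as a covariate 55 and 129 genes passed. Of the genes called without it, 34 of 55 and 92 of 113 were among these, so 21 calls in each comparison depended on this covariate. Scores of 2 other sets differed at both levels before adjustment and not after it, although the floor of the exact test made a pass after adjustment unlikely. The epithelium score was 0.17 higher at 5% RPS (exact p = 0.0079, adjusted over 39 tests 0.103) and at 10% RPS (exact p = 0.032, adjusted 0.248). The score of immediate-early genes, which respond to the handling of tissue, was 0.59 higher at 5% RPS (exact p = 0.0079, adjusted 0.103) and 0.49 higher at 10% RPS (exact p = 0.032, adjusted 0.248). At 2% RPS, where 3 genes were changed, the epithelium score was also 0.17 higher (exact p = 0.0714) and the immediate-early score 0.45 higher (exact p = 0.183). A similar mean shift thus went with far fewer changed genes. However, 54 of the 55 and 111 of the 113 genes moved the same way at 2% RPS, so this does not settle it. A larger share of epithelium or a different handling of the tissue cannot be told apart from an effect of the diet on the changed genes. No difference was detected in total counts (exact p = 0.262 and 0.706). After removal of trends on GC content and gene length, 48 genes passed at 5% RPS and 113 at 10% RPS, among them 45 of the 55 and 109 of the 113 called without it. Without the 3 libraries outside the main run of label numbers, 56 genes passed at 5% RPS, a comparison that holds none of these libraries and so cannot test this, and 67 at 10% RPS. These libraries include 2 of the 5 on 10% RPS, so their influence and the loss of libraries cannot be told apart. The posterior Hox score fell by 0.42 at 5% RPS and the anterior Hox score fell by 0.11. At 10% RPS the posterior Hox score fell by 0.65 and the anterior Hox score fell by 0.21. The first of these scores rests on 2 of 8 listed genes, so a different position of the tissue pieces between diets could contribute and cannot be told apart from an effect of the diet.

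The log2 fold changes at 5% and 10% RPS correlated at r = 0.810 across 12348 genes, which are not independent replicates. Both share the 0% RPS libraries. When these libraries were divided so that each comparison had its own, the median r over 20 divisions was 0.384 (from 0.128 to 0.566), and with 2 or 3 of these libraries shared by both comparisons it was 0.857 over 20 choices (from 0.792 to 0.904). The lower r thus went with the separate libraries and not with their smaller number, and it stayed above 0 in each division. Changes at 5% against 2% RPS and at 10% against 0% RPS, which share no library, correlated at r = 0.485.

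Reg3b and Reg3g showed wide spread between mice of a diet. At 5% RPS, replicates 1, 2, and 3 held 113614, 114161, and 120543 normalised counts of Reg3b and replicates 4 and 5 held 8941 and 19347, and at 2% RPS replicate 5 held 127115 while replicate 3 held 1723. The 3 high mice at 5% RPS have neighbouring label numbers. Libraries with neighbouring numbers within a diet were not closer to each other over the other genes than permuted orders gave (mean distance 24.5 against 25.1, permutation p = 0.238). That test takes the 4 diets together. At 5% RPS the 3 high mice did lie closer to each other over the other genes than any other set of 3 of the 5 (mean distance 17.7 against 19.6 to 23.9, rank 1 of 10, so that an exact p could not be lower than 0.1). Whether these 3 mice resemble each other beyond chance is thus left open. No difference in library size was detected between 5% and 0% RPS (exact p = 0.262). No 50-base window of Reg3b or Reg3g occurs in another annotated gene (0 windows), so full-length reads that match a paralog exactly do not account for the rise. Reads shortened by removal of bases of low quality, or aligned with mismatches, were not covered by this search. Pancreatic tissue, which may carry Reg3 transcripts, was tested only through Cela1, the 1 of 13 listed acinar genes in the table. Reg3b and Cela1 were not correlated over the 20 libraries (Spearman's rho = −0.066, permutation p = 0.784, and Pearson's r = −0.18, permutation p = 0.465, adjusted over 2 relations 0.784 and 0.801, with r = 0.15 without the 2 libraries farthest from the median), and with a single gene this cannot exclude it. A response of Reg3b that is strong in some mice and weak in others is a hypothesis, which cannot be told apart from a resemblance of the 3 high mice in general.

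The fall of Apoa1 could reflect less small intestine in the tissue pieces. Apoa1 and the small intestine score, from 6 of 10 listed genes, were not clearly related over the 20 libraries (Spearman's rho = 0.36, permutation p = 0.123, adjusted over 2 relations 0.247, and Pearson's r = 0.060, permutation p = 0.801, with r = −0.14 without the 2 libraries farthest from the median), and the relation was not recomputed within the diets, which hold 5 libraries each. With 6 of 10 genes present the check is weak. The small intestine score differed by −0.18 at 10% RPS (exact permutation p = 0.540), with 0 of 5 libraries above the 0% RPS mean. The 10% RPS scores (10.16 to 10.46) lay below those of the 0% RPS libraries (10.60 to 10.89) other than replicate 2 (9.56). Less small intestine in the 10% RPS pieces is thus left open.

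Where a value was also quoted from the study, most were close. The number of genes lower at 5% RPS was 13 here. That is lower than the value quoted from the study above. The share of variance between diets was 21.5% here, where labels assigned at random gave 15.8%. That is higher than the value quoted from the study above, but the study does not state how its share was computed. The difference is therefore no sign of a stronger effect of the diet here. The mean change of Retnlb was 0.385-fold at 5% RPS and 0.289-fold at 10% RPS here. That is lower than the values quoted from the study above, which describe a rise, and the direction here was set by 1 library. Without that library the log2 fold change was 1.72 at 5% RPS and 1.31 at 10% RPS. These are larger rises than the study gives, so its values were matched by neither fit.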
